# Excessive β-Catenin in Excitatory Neurons Results in Reduced Social and Increased Repetitive Behaviors and Altered Expression of Multiple Genes Linked to Human Autism

**DOI:** 10.3389/fnsyn.2020.00014

**Published:** 2020-03-31

**Authors:** Jonathan Michael Alexander, Antonella Pirone, Michele H. Jacob

**Keywords:** autism (ASD), Wnt, β-catenin (β-catenin), prefronal cortex, parvalbumin

## Abstract

Multiple human autism risk genes are predicted to converge on the β-catenin (β-cat)/Wnt pathway. However, direct tests to link β-cat up- or down-regulation with autism are largely lacking, and the associated pathophysiological changes are poorly defined. Here we identify excessive β-cat as a risk factor that causes expression changes in several genes relevant to human autism. Our studies utilize mouse lines with β-cat dysregulation in forebrain excitatory neurons, identified as cell types with a convergent expression of autism-linked genes in both human and mouse brains. We show that mice expressing excessive β-cat display behavioral and molecular changes, including decreased social interest, increased repetitive behaviors, reduced parvalbumin and altered expression levels of additional genes identified as potential risk factors for human autism. These behavioral and molecular phenotypes are averted by reducing β-cat in neurons predisposed by gene mutations to express elevated β-cat. Using next-generation sequencing of the prefrontal cortex (PFC), we identify 87 dysregulated genes that are shared between mouse lines with excessive β-cat and autism-like behaviors, but not mouse lines with reduced β-cat and normal social behavior. Our findings provide critical new insights into β-cat, Wnt pathway dysregulation in the brain causing behavioral phenotypes relevant to the disease and the molecular etiology which includes several human autism risk genes.

## Background

Emerging evidence suggests that autism spectrum disorders (ASD) likely stem from combinatorial molecular changes that ultimately impact synaptic and circuit functions. Although genetic studies of families with ASD have identified hundreds of risk genes, typically only one mutated gene has been found per affected individual (O’Roak et al., 2012; Sanders et al., 2015; de la Torre-Ubieta et al., 2016). This disparity highlights the need for defining the associated molecular changes caused by ASD-linked risk factors to gain insights into shared pathologies and thereby identify targets for effective therapeutic intervention. Here, we show that malfunction of β-catenin (β-cat) results in reduced social and increased repetitive behavioral phenotypes and altered expression levels of multiple genes whose human orthologs have been implicated in ASD.

β-cat/Wnt has been defined as one of a small number of convergent pathways whose malfunction may predispose neurons to ASD (Gilman et al., 2011; Iossifov et al., 2012; Neale et al., 2012; O’Roak et al., 2012; Zoghbi and Bear, 2012). Several ASD-linked human gene mutations are predicted to cause up- or down-regulation of β-cat functions, including *ctnnb1* (β-cat) itself (Krumm et al., 2014; Tucci et al., 2014; Krupp et al., 2017), adenomatous polyposis coli (APC; Zhou et al., 2007), *chd8* (Durak et al., 2016), *ank3* (Kloth et al., 2017), *arx* (Cho et al., 2017), *ube3a* (Yi et al., 2017), *prickle1* (Todd and Bassuk, 2018), and *wnt1a* (Martin et al., 2013). However, direct tests for linking β-cat malfunction to autism are largely lacking and the associated pathophysiological changes are poorly defined. Our study provides new insights into the molecular etiologies of autism relevant behavioral phenotypes caused by β-cat dysregulation.

Our previous studies implicate, but do not directly test, excessive β-cat in excitatory neurons as a risk factor for altered social and repetitive behaviors and do not elucidate the associated molecular changes. We have shown that conditional knockout (cKO) of APC, the major negative regulator of β-cat, in mouse forebrain excitatory neurons, causes the expected increases in β-cat and canonical Wnt target gene expression levels, as well as behavioral phenotypes (reduced social interactions, increased repetitive behaviors), cognitive impairments and seizures (Mohn et al., 2014; Pirone et al., 2017) relevant to ASD. However, beyond regulating β-cat levels, APC has other roles critical for neuron maturation and function that are potentially relevant to normal behaviors: including its role in regulating microtubule and actin cytoskeleton dynamics (Zumbrunn et al., 2001; Akiyama and Kawasaki, 2006) and as an mRNA binding protein with several of its targets functioning in brain development (Preitner et al., 2014).

In the present study, we have used new mouse lines with direct genetic manipulation of β-cat in the presence and absence of APC. We show roles of β-cat up- and down-regulation in the brain in causing vs. averting autism relevant social and repetitive behavior phenotypes. Importantly, we identify associated molecular changes, including altered expression levels of several genes linked to autism in humans. Our findings provide critical insights into a molecular etiology of impaired social and repetitive behaviors, with relevance to human ASD-linked genes predicted to dysregulate the β-cat network.

## Materials and Methods

### Animals

APC cKO (*APC*^fl/fl^) mice were generated as previously described (Mohn et al., 2014). β-cat cOE (*ctnnb1*^fl(ex3)/+^; Harada et al., 1999), β-cat cKO (*ctnnb1*^fl/fl^; Wickham et al., 2019), and APC/β-cat cKOs (*APC*^fl/fl^/*ctnnb1*^fl/fl^) mice were generated with the identical CamKIIα-Cre-93 recombinase carrying line (Rios et al., 2001). For all experiments, 2–3 month-old mice of both sexes were used. Littermate controls (Cre negative) were pooled from all lines. Mice of all genotypes were born at Mendelian ratios and showed no deficits in body weight or survivability until the age of testing (although 5% of APC/β-cat cKO mice showed hydrocephaly and were excluded from experiments). All procedures were approved by the Tufts University Institutional Animal Care and Use Committee in accordance with National Institutes of Health guidelines.

### Biochemical Experiments

Western blots and quantitative PCR were performed as previously described (Mohn et al., 2014). Primers for *pvalb* qPCR are: (Fwd) ATCAAGAAGGCGATAGGAGCC (Rev) GGCCAGAAGCGTCTTTGTT. Antibodies used are anti-β-catenin (mouse, 1:2,000, Invitrogen, RRID:AB_2533039), anti-APC (rabbit, 1:1,000, Abcam, RRID:AB_301806), anti-parvalbumin (rabbit, 1:1,000, Swant, RRID:AB_2631173), anti-HSP90 (rabbit, 1:1,000, Cell Signaling, RRID:AB_2233331), and anti-GAPDH (mouse, 1:10,000, Millipore, RRID:AB_2107445).

λ-Phosphatase treatment was performed as previously described (Humrich et al., 2003). Briefly, β-cat cOE and littermate control hippocampi were homogenized in λ-phosphatase buffer containing protease inhibitor cocktail. λ-phosphatase (10,000 U/ml) and magnesium cocktail was added to 100 ug of total protein and incubated at 370C for 1 h (untreated samples did not receive λ-phosphatase but were prepared in the same fashion). Fifty microgram of protein was resolved on a 3–8% gel (Invitrogen) and immunoblots used HSP90 as a loading control.

### Behavioral Assays

Mice were housed on a reversed 12-h light/dark cycle, and handled 5 min daily for a week before behavioral testing. Three chamber test and marble burying were performed as previously described (Mohn et al., 2014). For the repetitive circling assay, mice were removed from their home cage and placed in an empty shoebox cage containing no nestlet. The mice were videotaped for 15 min and were scored by a blinded observer. Criteria for circling behavior was a minimum of two bouts of at least three consecutive, unidirectional, fast circling motions within a restricted area (i.e., circling the outside edge of the cage was not considered circling behavior) during a period of 15 min.

### Spine Density

Fluorescent labeling of neurons for synaptic spine density was done as previously described (Staffend and Meisel, 2011). Neurons were imaged by confocal microscopy (Nikon A1R laser confocal scanning microscope with 63× objective; 3× zoom). Dendritic spines were reconstructed (Imaris software), and spine density was calculated.

### Next-Generation Sequencing

Library preparation, sequencing, and initial expression analysis was performed by the Tufts University Core Facility Genomics lab. Briefly, the quality of input RNA samples was assessed on Advanced Analytical Fragment Analyzer. RNA samples that passed the quality check were used as input for RNA-Seq library preparation using Illumina TruSeq stranded mRNA, following manufacturer instruction. The resultant library was then quantified and pooled equal molar and was sequenced with paired-end 100 bases format on an Illumina HiSeq 2500 using High Output V4 chemistry. Fastq files were generated from raw data using bcl2fastq (Illumina). The fastq files were mapped mouse mm10 reference genome with Tophat2. Normalized read counts were generated with Cufflinks2, and differential expression and hierarchical clustering analyses were performed with Cuffdiff2 and Qlucore Omics Explorer.

### Statistical Analysis

All data are reported as the arithmetic mean ± standard error. Statistical analysis was done using Graphpad Prism 7 and the specific statistical test used are reported in the text and figure legends.

## Results

### New β-cat cOE and APC/β-cat cKO Mouse Lines

We have generated two new mutant mouse lines with dysregulated β-cat during the early postnatal stage of major synaptic differentiation, a critical window of brain development relevant to ASD. We have utilized the CamKIIα Cre driver that is predominantly expressed in forebrain excitatory neurons and fully activated during the first three postnatal weeks in mice (Rios et al., 2001; Pirone et al., 2017) equivalent to the developmental age when glutamatergic neurons exhibit convergent expression of several ASD linked genes in both the human and mouse cortex (Parikshak et al., 2013; Willsey et al., 2013). We have used this CamKIIα-Cre driver to target the same cell types at the same developmental age in all of our mouse lines, including the APC cKO and β-cat cKO lines (Mohn et al., 2014; Wickham et al., 2019).

To upregulate β-cat in the presence of APC, we conditionally overexpressed (cOE), stabilized, N-terminal truncated β-cat by deleting the degradation domain. We crossed CamKIIα-Cre mice with mice expressing loxP sites flanking exon 3 of the *ctnnb1* (β-cat) gene (Harada et al., 1999; Figure 1A). Exon 3 of *ctnnb1* encodes a domain in the β-cat protein that contains the phosphorylation sites necessary for degradation by the APC/Axin/GSK3B destruction complex.

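In the GENCODE annotation of the mm10 genome, Ctnnb1 lies on chromosome 9 from 120933400 to 120960507. The transcript with the longest coding sequence, Ctnnb1-201, has 15 exons, 3623 nucleotides and a protein of 781 amino acids. Exon 3 lies from 120950522 to 120950749. It is 228 nucleotides long, all of them coding, and covers codons 5 to 81. Its length is a multiple of 3, so its deletion leaves the reading frame of the later exons unchanged.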

**Figure 1:**
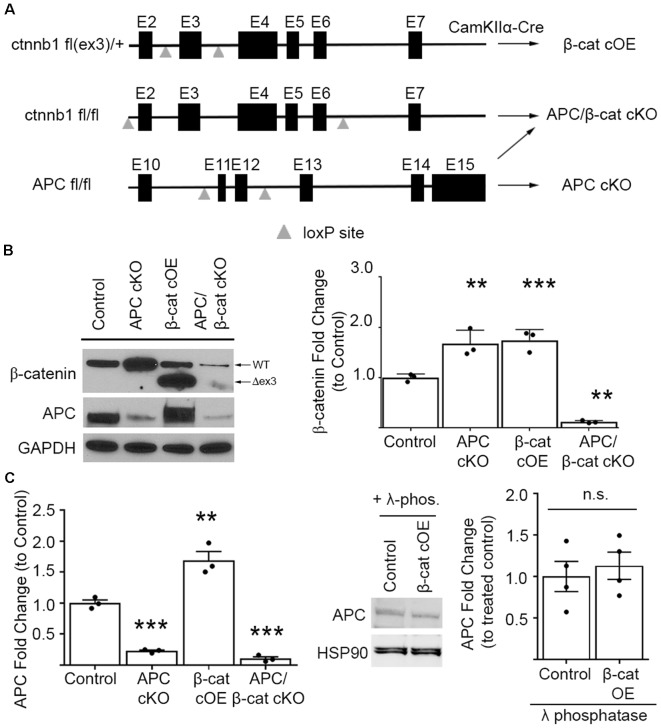
Mouse lines comparing β-cat up- or down-dysregulation. **(A)** Schematic showing the floxed *ctnnb1* and *adenomatous polyposis coli (APC)* genes used to alter β-catenin levels in mice carrying CamKIIα-Cre recombinase. For excessive levels: β-cat cOE-overexpression of stable N-terminally truncated β-cat by deleting the degradation domain, and APC conditional knockout (cKO; Mohn et al., 2014)—deletion of the major negative regulator of β-cat; for reduced levels: APC/β-cat cKO with unstable, rapidly degraded protein products from both genes, and β-cat cKO (Wickham et al., 2019). **(B)** Immunoblot and quantification of β-cat prefrontal cortex (PFC) levels. β-cat increase in β-cat cOEs is comparable to that of APC cKOs, relative to control littermates. APC/β-cat cKOs show drastically reduced β-cat, with residual levels likely from non-CamKIIα expressing cell types (*n* = 3 per genotype. **p < 0.01, ***p < 0.001 to control, *post hoc* Bonferroni corrected t-test). As expected, APC levels in APC cKO and APC/β-cat cKO mice are reduced (*n* = 3 per genotype, **p < 0.01, ***p < 0.001 to control, *post hoc* Bonferroni corrected *t*-test) and, although we observe a mobility shift on the blot consistent with phosphorylation in β-cat cOEs, we observe no change in total APC levels **(C)** compared to control littermates after λ-phosphatase treatment (*n* = 4 per genotype), n.s., non-significant.

In our β-cat cOE mice, heterozygous expression of this degradation resistant isoform led to β-cat increases, with total β-cat levels comparable to that of APC cKOs (One-way ANOVA F_(3, 8)_ = 87.39, *p* < 0.001; Figure 1B), allowing us to assess the effects of similarly increased β-cat, in the presence vs. absence of APC, in causing autism relevant behavioral phenotypes. Although we observed what appeared to be an increase in APC in the β-cat cOE cortex by immunoblotting (One-way ANOVA F_(3, 8)_ = 58.61, *p* < 0.0001; Figure 1C), the APC signal has a widespread, and treatment with λ-phosphatase demonstrates that there is no significant difference in the levels of APC between β-cat cOE mice and controls (Student’s t-test, *p* = 0.616; Figure 1C).

Additionally, we generated the double mutant APC/β-cat cKO mouse line to prevent the increase in β-cat in the absence of APC, to test whether the social and repetitive behavioral phenotypes that we observed in APC cKOs is caused by elevated β-cat or APC loss. We crossed the CamKIIα Cre mice with mice expressing loxP sites flanking exon 2 and exon 6 of the *ctnnb1* gene and flanking exon 11 and exon 12 of the *APC* gene (Brault et al., 2001; Gounari et al., 2005; Figure 1A). Cre-mediated recombination results in severely truncated β-cat and APC protein products that are unstable and rapidly degraded. The APC/β-cat cKO mice show large reductions in β-cat, compared to littermate controls, with the slight residual levels most likely due to other cell types that do not express CamKIIα (β-cat: One-way ANOVA F_(3, 8)_ = 87.39, *p* < 0.001; Figure 1B). Similarly, we observe comparable reductions in APC levels between this new line and APC cKO mice relative to controls (APC: One-way ANOVA F_(2, 6)_ = 182.7, *p* < 0.0001; APC cKO: 0.2273 ± 0.0162, *p* < 0.0001 Bonferroni-corrected Student’s t-test; APC/β-cat cKO: 0.1048 ± 0.0303, *p* < 0.0001 Bonferroni-corrected Student’s *t*-test; Figure 1B). We used these new mouse lines to test directly whether excessive β-cat can cause aberrant social and repetitive behavioral phenotypes.

### β-cat cOEs Exhibit Phenotypes Relevant to ASD, But APC/β-cat cKOs Do Not

Using the classic three-chamber assay (Crawley, 2007), we tested for altered social interactions in the β-cat cOEs (elevated β-cat, normal APC levels) and APC/β-cat cKOs (reduced β-cat, reduced APC), compared to their control littermates and to APC cKOs (elevated β-cat, reduced APC). Relative to control littermates, β-cat cOEs displayed reduced social interest, measured as the ratio of time spent interacting with the novel mouse cage vs. the empty cage (One-way ANOVA, F_(3, 38)_ = 13.17, *p* < 0.001; Figures 2A,B). Distance traveled and velocity was normal (calculated during the habituation phase), eliminating motor deficits as a potential confound (One-way ANOVA F_(3, 38)_ = 0.4467, *p* = 0.7211, data not shown). The reduced social interactions of β-cat cOEs resembles that seen in APC cKOs (Figures 2A,B). In contrast, APC/β-cat cKOs demonstrated normal social interest (Figures 2A,B) suggesting that the aberrant social behavior of APC cKOs is averted by preventing elevated β-cat in neurons predisposed to excessive β-cat by APC loss. Similarly, β-cat cKOs (low β-cat, normal APC levels) show that β-cat down-regulation in the excitatory neurons, using the same CamKIIα-Cre driver did not affect their social behavior, relative to control littermates (Wickham et al., 2019).

**Figure 2:**
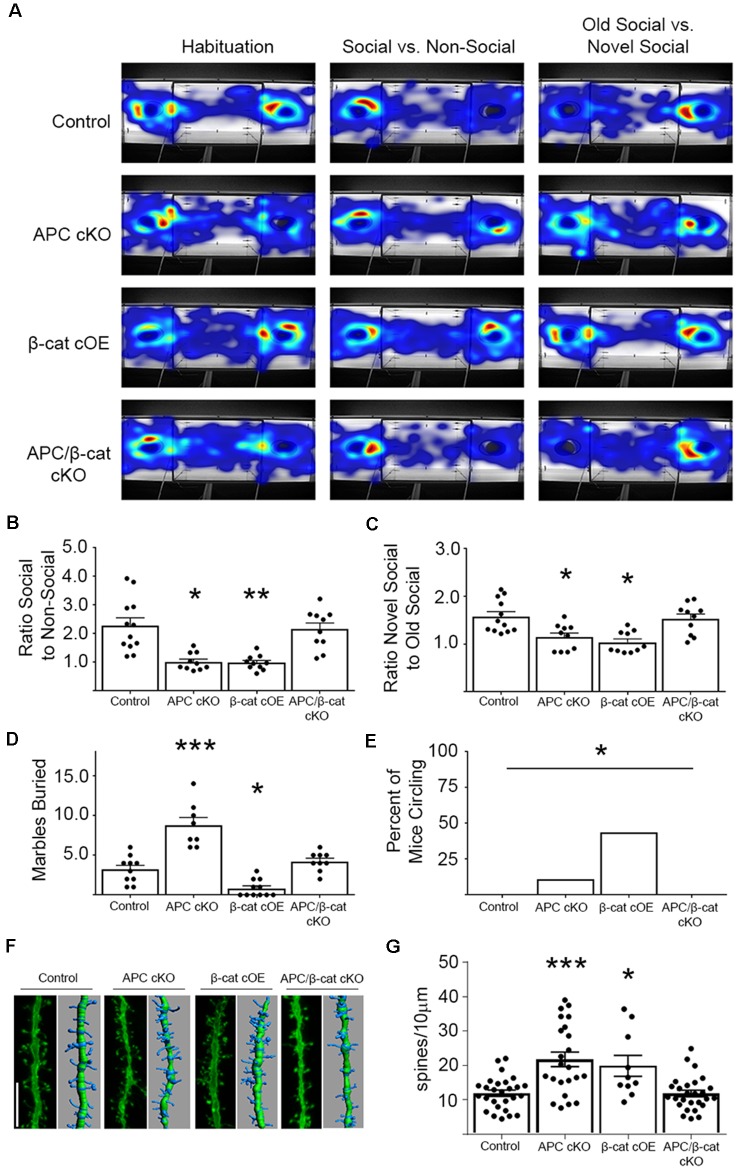
β-cat increases, but not decreases in excitatory neurons, cause behavioral phenotypes relevant to autism spectrum disorders (ASD). **(A)** Representative heat-maps of the mouse models during the habituation, social interaction, and social memory phases of the three-chambered test. **(B)** Both β-cat cOEs and APC cKOs spend a significantly reduced ratio of time interacting with the social cage vs. the empty cage, compared to controls. APC/β-cat cKOs show normal sociability (*n* = 10–12 per genotype; *p < 0.05, **p < 0.01 to control, post-hoc Bonferroni corrected t-test). **(C)** Both β-cat cOEs and APC cKOs spend a reduced percent of time interacting with the novel mouse vs. the familiar mouse, whereas APC/β-cat cKOs interact with the novel mouse more, similar to controls (*p < 0.05 to control, *post hoc* Bonferroni corrected t-test). **(D)** APC cKOs bury significantly more marbles than controls in the marble burying assay. This repetitive behavior is prevented in APC/β-cat cKOs (*n* = 8–11 per genotype; *p < 0.05, ***p < 0.001, post-hoc Bonferroni corrected t-test). β-cat cOEs bury significantly fewer marbles than controls, and exhibit **(E)** repetitive circling behavior (*n* = 11–18 per genotype; *p < 0.05, Chi-squared test). **(F)** Representative images and Imaris reconstructions of the proximal apical dendrite of layer V cortical neurons from the various mouse models. **(G)** Mice with elevated levels of β-cat (APC cKO, β-cat cOE) show increased dendritic spine density (*n* = 3–5 animals per genotype, 3–8 neurons per animal; *p < 0.05, ***p < 0.001, *post hoc* Bonferroni corrected *t*-test) that is corrected in APC/β-cat cKO mice with low levels of β-cat.

Next, we tested for deficits in social memory using a novel vs. familiar mouse in the three-chamber paradigm. β-cat cOEs spent a significantly reduced ratio of time interacting with the novel mouse cage, relative to the familiar mouse cage, suggesting reduced social memory (One-way ANOVA F_(5, 50)_ = 4.015, *p* = 0.0039; Figures 2A,C). This resembles the deficiencies in the social memory of APC cKOs (Figures 2A,C). In contrast, APC/β-cat cKOs displayed increased interactions with the novel mouse cage, similar to control littermates, averting the reduced social interest phenotype of APC cKOs alone (Figures 2A,C).

We also tested for repetitive behaviors, using marble burying, a repetitive digging task (Thomas et al., 2009). Whereas APC cKOs buried significantly more marbles than control littermates (Figure 2D), the β-cat cOEs buried fewer marbles than their littermate controls (One-way ANOVA F_(3, 34)_ = 32.43, *p* < 0.0001; Figure 2D). Observing their behavior showed that β-cat cOEs spent much of the time unidirectionally circling in the marble-containing novel environment, suggesting repetitive stereotypy behavior (Chi-squared 14.02, *df* = 3, *p* = 0.029; Figure 2E). The APC/β-cat cKOs buried a comparable number of marbles to control littermates and did not circle, suggesting that lowering β-cat prevents the autism relevant repetitive behavior phenotype seen in APC cKOs. Similarly, mice with β-cat cKO alone displayed normal behavior in the marble-burying assay (Wickham et al., 2019).

Studies of post-mortem brains from autistic patients show that dendritic complexity and spine density are commonly altered in the disease (Hutsler and Zhang, 2010; Tang et al., 2014; Weir et al., 2018). Our previous studies in APC cKO mice showed increases in cortical spine density concurrent with the ASD relevant behavioral phenotypes (Mohn et al., 2014). To assess whether spine density is similarly altered in the new β-cat cOE mouse line with high β-cat in the presence of APC, we employed gene-gun labeling of individual neurons in brain slices from the different mutant mouse lines followed by confocal microscopy and Imaris reconstruction analysis (Figure 2F). Similar to APC cKOs, β-cat cOEs showed an increase in dendritic spine density, measured on the 1^st^ branch of the apical dendrite of layer V cortical neurons (One-way ANOVA F_(3, 83)_ = 11.48, *p* < 0.0001; Figure 2G). In contrast, APC/β-cat cKO mice show no significant difference in spine density, relative to control mice. These data suggest that high-levels of β-cat in glutamatergic neurons of the forebrain *in vivo* result in increased spine density, similar to what has been observed in primary cultures of hippocampal neurons (Murase et al., 2002).

### Elevated β-cat Causes Altered Expression of Several Genes Linked to Human ASD

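RNA from the prefrontal cortex of 4 APC cKO, 4 β-cat cOE, 4 APC/β-cat cKO and 4 control mice was sequenced as 16 libraries, with Illumina TruSeq stranded mRNA preparation. The authors mapped the reads to the mm10 genome with Tophat2 and made the expression values with Cufflinks2. The deposited table holds 23284 genes with 1 value per library. The values are on a log scale whose base is not stated. They were read as log2(FPKM + 1), since FPKM times gene length in kilobases then sums to between 799073 and 848400 per library. Natural logs would give sums of 6789554 to 7448019, more than the scaling of FPKM allows. The table gives no fragment counts, so the depth of each library is unknown. The number of genes listed at 0 was used in its place. It was 5883 to 6451 in controls (median 6032.5) and 5726 to 6063 in APC cKOs (median 5881.0). It was 5832 to 6217 in β-cat cOEs (median 6065.5) and 5959 to 6649 in APC/β-cat cKOs (median 6027.5). Genes were compared with limma on log2(FPKM + 0.1), in one model of all 16 libraries with a Benjamini-Hochberg adjusted p-value. The test covered the 13978 genes with a mean of at least 0.5 FPKM. Fold changes are on this scale, which understates the change of genes with low values.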

To begin to identify the molecular etiology of aberrant social and repetitive behaviors caused by increased β-cat in our mice, we employed unbiased next-generation sequencing of RNA from the prefrontal cortex (PFC)—a brain region associated with social behavior and implicated in ASD in human studies (Hashemi et al., 2017; Selimbeyoglu et al., 2017; Brumback et al., 2018; Carvalho Pereira et al., 2018; Lazaro et al., 2019). 

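The targeted genes were read first in each library. Apc, on chromosome 18, was at 43.9 ± 4.21 FPKM (SD, n = 4) in controls and 44.5 ± 5.11 FPKM (SD, n = 4) in β-cat cOEs. It was at 11.7 ± 3.88 FPKM (SD, n = 4) in APC cKOs and 10.0 ± 2.30 FPKM (SD, n = 4) in APC/β-cat cKOs. Against controls, the log2 fold change was -1.95 in APC cKOs (standard error 0.20, limma adjusted p = 2.40e-04) and -2.14 in APC/β-cat cKOs (standard error 0.20, adjusted p = 3.35e-05). The floxed exons 11 and 12 make up 1.84% of the Apc transcript. For the Ctnnb1 transcript, exons 2 to 6, floxed in APC/β-cat cKOs, make up 27.16%. Exon 3, floxed in β-cat cOEs, makes up 6.29%. Ctnnb1 was at 160 ± 4.54 FPKM in controls, 170 ± 10.8 FPKM in APC cKOs, 159.7 ± 4.43 FPKM in β-cat cOEs and 155 ± 2.55 FPKM in APC/β-cat cKOs (SD, n = 4 each). Its adjusted p against controls was 0.532 in APC cKOs, 0.999 in β-cat cOEs and 0.643 in APC/β-cat cKOs. In APC/β-cat cKOs the log2 change of Ctnnb1 was -0.049 (standard error 0.046), so its gene value showed no fall beyond its spread. The reduced β-cat of this line is the paper's immunoblot result and is not seen in these values. Gene values do not show which exons a transcript holds. Of a list of 11 other Wnt target genes, none of them printed in Figure 3A, 9 passed the filter. Their median log2 change against controls was 0.27 in APC cKOs, 0.05 in β-cat cOEs and -0.01 in APC/β-cat cKOs. The adjusted p of limma's fry test was 0.336, 0.925 and 0.925, and that of its camera test 0.0181, 0.578 and 0.710.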

We compared mice with elevated β-cat and altered social and repetitive behaviors (β-cat cOEs, APC cKOs), mice with reduced β-cat that do not display the phenotypes (APC/β-cat cKOs) and control littermates. We found 87 dysregulated genes (70 increased, 17 decreased) that are shared between the elevated β-cat mouse lines, but not the reduced β-cat line (Figure 3A; primary component analysis ANOVA *p* = 0.001, *q* = 0.298). 

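Against controls, 6 genes changed in APC cKOs, 2 in β-cat cOEs and 29 in APC/β-cat cKOs at an adjusted p under 0.05. The counts at an unadjusted p under 0.05 were 1400, 708 and 1984. Without control replicate 1 the adjusted counts were 43, 3 and 56. Against APC/β-cat cKOs, 30 genes differed in APC cKOs and 32 in β-cat cOEs. No gene changed the same way in both elevated lines without also changing in APC/β-cat cKOs, a count of 0. Casp2 and Fam131b changed in all 3 lines. At an unadjusted p under 0.05, 136 genes were shared by the elevated lines and not the reduced line, 70 higher and 66 lower, and 21 of them are printed in Figure 3A. The corresponding count for APC cKO and APC/β-cat cKO was 324, and for β-cat cOE and APC/β-cat cKO it was 105. With the elevated lines set against the other 2 groups, 51 genes reached an unadjusted p of 0.001 or less, 20 higher and 31 lower. The largest q among them was 0.265, 8 had an adjusted p under 0.05, and 14.0 genes are given by chance. Without APC cKO replicate 2 the count of 51 was 84. At the same unadjusted p, APC cKO and APC/β-cat cKO set against the other 2 groups gave 136 genes, and β-cat cOE and APC/β-cat cKO gave 39. Any difference among the 4 genotypes was seen at an unadjusted p of 0.001 or less in 106 genes. At an adjusted p under 0.05 these other tests gave 54, 7 and 35 genes. Figure 3A prints 84 gene names, and 78 of these genes passed the filter. All 78 changed in the printed direction in both elevated lines, and 67 did so in APC/β-cat cKOs. In 74 of 78 the change in the printed direction was smaller in APC/β-cat cKOs than in both elevated lines, with a median of 36.5% of their mean change. A list picked for changes in 2 lines against the same controls is expected to share some direction with the third line, and to change less there, with no effect at all. In 100 simulations of unchanged groups, 78 genes picked for a low unadjusted p in 2 lines and not the third gave a median of 74 in the same direction there, at 47.9% of the change. The change was smaller there in a median of 78 genes, and in at least 74 in 79 of the simulations. Genes picked by the test of 2 groups against the other 2 gave 40, at 2.51%, and 13 of these simulations reached 67. The change was smaller in a median of 66, and in at least 74 in 10 of these simulations. In both sets of simulations the changes were compared without their sign. The count of 74 took the sign, so a larger opposite change, as in Ccl28, counted as smaller. With the sign taken, the simulated counts of smaller changes could only be equal or larger. Adjusted over the list alone, 34 genes in APC cKOs, 10 in β-cat cOEs and 0 in APC/β-cat cKOs had a p under 0.05. The study chose this list on the same libraries, so these counts are not independent evidence. Adjusted over all genes tested, the counts were 0, 0 and 0, with 42, 27 and 3 at an unadjusted p under 0.05. In the test of the elevated lines against the other 2 groups, 37 printed genes passed over the list alone and 1 over all genes.

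**Figure D1:**
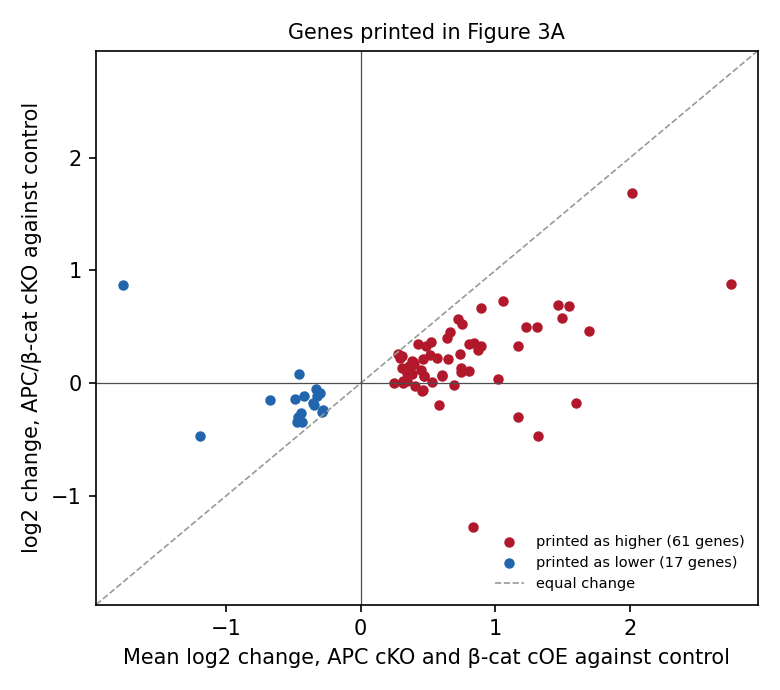
Log2 changes of the 78 genes against control, with the mean of APC cKO and β-cat cOE on the horizontal axis and APC/β-cat cKO on the vertical axis. Each point is a gene, and most lie nearer to 0 in APC/β-cat cKO than the dashed line of equal change, as genes picked for such changes also do in simulated unchanged groups.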

Nine of the dysregulated genes are canonical Wnt targets (Hödar et al., 2010; Wisniewska et al., 2012; Figure 3). 

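The 9 genes with asterisks in Figure 3A all passed the filter. All 9 went in the printed direction in APC cKOs and β-cat cOEs, and 7 did in APC/β-cat cKOs. The median change in the printed direction was 0.54 in APC cKOs, 0.47 in β-cat cOEs and 0.22 in APC/β-cat cKOs. At an unadjusted p under 0.05 there were 2, 1 and 0 genes. None passed an adjusted p of 0.05 over all genes, and the smallest was 0.386, in APC cKOs. Dll1 in APC/β-cat cKOs was at 1.23 FPKM in replicate 1 and between 1.58 and 1.63 FPKM in the others.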

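The table of Figure 3A lists 10 genes under neuron projection development and 14 under neuron differentiation. Of these, 8 and 12 were matched to a printed gene name and passed the filter. Tenm2, which is named in that table only, was not matched and is not counted. All 8 and all 12 went in the printed direction in both elevated lines, and 7 and 10 did in APC/β-cat cKOs. The median change of the 8 projection genes was 0.42 in APC cKOs, 0.32 in β-cat cOEs and 0.14 in APC/β-cat cKOs. For the 12 differentiation genes it was 0.50, 0.34 and 0.14. The smallest adjusted p over all genes was 0.312 for the first set and 0.310 for the second, both in APC cKOs.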

Gene Ontology analysis for the up- and down-regulated gene sets show enrichment for several GO terms relevant to circuit malformations: *neuron projection development* (*q* = 0.0033) and *neuron differentiation* (*q* = 0.0015).

**Figure 3:**
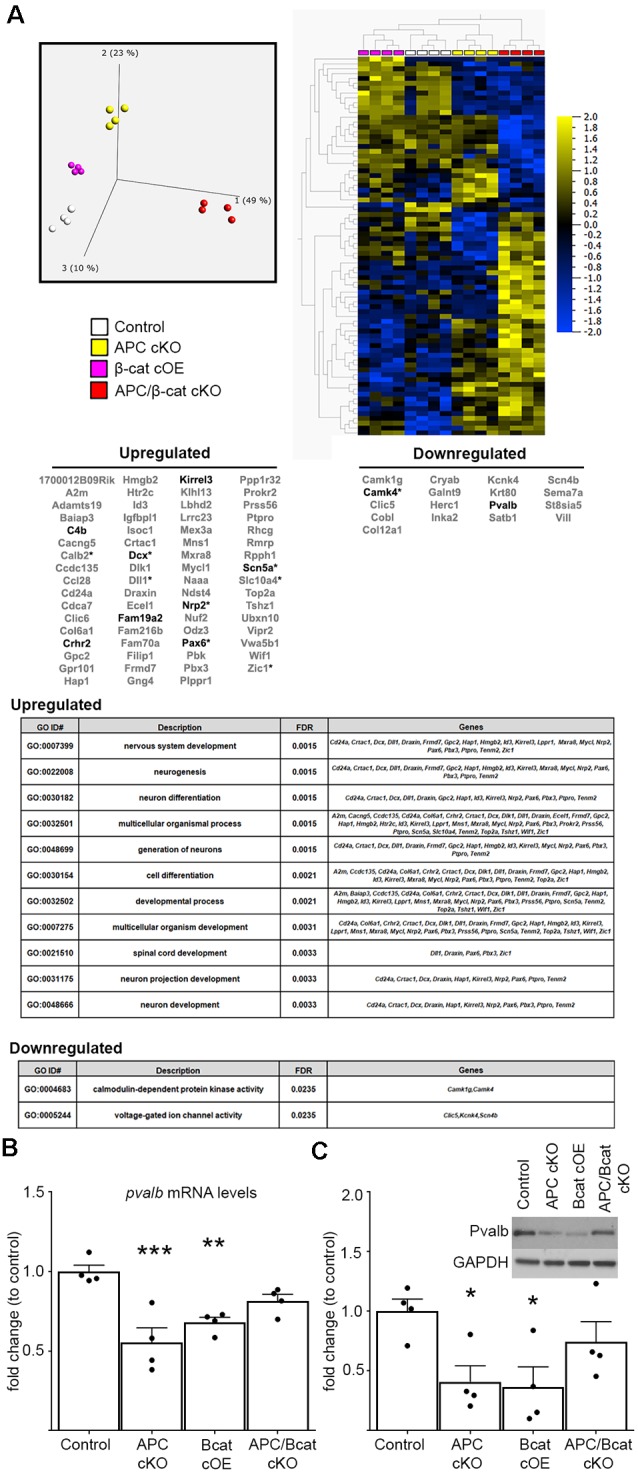
Elevated β-cat causes altered expression of multiple autism-linked genes. **(A)** Next-generation data sets (*n* = 4 per genotype) were subject to primary component analysis and hierarchical clustering. The PFC shows 87 dysregulated genes (70 upregulated, 17 downregulated) shared between the two elevated β-cat models that exhibit altered social and repetitive behaviors, but not the reduced β-cat model that does not. Nine of the dysregulated genes are canonical Wnt target genes (asterisks). Ten are associated with human ASD (SFARI AutDB, bolded), and gene ontology analysis shows altered functions relevant to ASD pathology. Decreases in one of the identified ASD-linked genes, *pvalb*, at both **(B)** mRNA (qPCR) and **(C)** protein (immunoblot) levels in PFC of β-cat cOEs and APC cKOs, but normal levels in APC/β-cat cKOs (*n* = 4 per genotype, *p < 0.05, **p < 0.01, ***p < 0.0001, Sidak-Bonferroni corrected Student’s *t*-test).

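Components 1 to 3 of the 78 printed genes held 53.9%, 17.5% and 6.70% of the variance. Over all 13978 genes tested they held 21.7%, 14.0% and 9.88%. Component 1 of the printed genes, on the side of the upregulated genes, was -5.97 ± 1.94 (SD, n = 4) in controls and 5.48 ± 6.54 (SD, n = 4) in APC cKOs. It was 2.95 ± 6.29 (SD, n = 4) in β-cat cOEs and -2.46 ± 4.12 (SD, n = 4) in APC/β-cat cKOs. Exact two-sided permutation tests against controls gave p = 0.0286 for APC cKOs, the smallest that 4 libraries against 4 allow, 0.0571 for β-cat cOEs and 0.171 for APC/β-cat cKOs. Against APC/β-cat cKOs, the exact p was 0.114 for APC cKOs and 0.20 for β-cat cOEs. The study chose these 78 genes on the same libraries, so the outcome of these tests is partly fixed and they are not independent evidence of a separation. In the clustering, 0 of 4 genotypes had all their libraries together. The branch with higher printed genes held 3 APC cKO, 3 β-cat cOE, 1 APC/β-cat cKO and 0 control libraries.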

Importantly, 10 of the 87 dysregulated genes are annotated in the SFARI AutDB database (*crhr2, scn5a, pax6, c4b, dcx, kirrel3, fam19a2, nrp2, camk4, pvalb*), displaying a significant overrepresentation of gene changes in our models potentially linked to ASD (One-sided Fisher’s exact test, *p* = 0.001). These genes function in neuron migration, cytoskeleton dynamics, cell adhesion, axon guidance, and neural activity. 

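Of the 10 genes, Crhr2 was below the filter, with a mean of 0.345 FPKM over the 16 libraries. At these low values it rose by 1.115 in APC cKOs, 1.15 in β-cat cOEs and 0.662 in APC/β-cat cKOs. Its unadjusted limma p was 0.00241, 0.00191 and 0.0472, and it has no adjusted p. The other 9 went in the printed direction in both elevated lines and 8 did in APC/β-cat cKOs. C4b rose by 0.86 in APC cKOs (standard error 0.30, limma adjusted p = 0.358) and by 0.43 in β-cat cOEs. Kirrel3 rose by 0.30 in APC cKOs (standard error 0.09, adjusted p = 0.312) and by 0.31 in β-cat cOEs. The median change in the printed direction was 0.54 in APC cKOs, 0.37 in β-cat cOEs and 0.21 in APC/β-cat cKOs. In APC cKOs 5 of the 9 had an unadjusted p under 0.05, in β-cat cOEs 2 and in APC/β-cat cKOs 0. None of the 9 passed an adjusted p of 0.05 over all genes. Adjusted over the list alone, with its 78 genes, there were 4, 1 and 0. The changes of Dcx (-0.07) and Nrp2 (0.003) in APC/β-cat cKOs changed sign when single libraries were left out. The overlap with the SFARI database is not analysed here. The paper proposes that β-cat networks, dysregulated in excitatory neurons, lead to aberrant expression of genes implicated in human autism.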

Our findings suggest that β-cat networks, dysregulated by excessive β-cat in excitatory neurons, leads to aberrant expression levels of multiple genes implicated in human autism.

From these 10 ASD-linked genes, we have focused initially on the downregulated gene, *pvalb*, encoding the calcium-binding protein, parvalbumin, in fast-spiking interneurons. 

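Pvalb, on chromosome 15 of mm10 from 78191118 to 78206351, was at 64.8 ± 3.20 FPKM (SD, n = 4) in controls. It was at 38.2 ± 12.2 FPKM (SD, n = 4) in APC cKOs, 45.6 ± 11.0 FPKM (SD, n = 4) in β-cat cOEs and 58.5 ± 7.34 FPKM (SD, n = 4) in APC/β-cat cKOs. The log2 fold change against controls was -0.81 in APC cKOs (standard error 0.19, limma adjusted p = 0.209). It was -0.53 in β-cat cOEs (adjusted p = 0.946) and -0.15 in APC/β-cat cKOs (adjusted p = 0.728). In exact two-sided permutation tests, p was 0.0286, 0.0571 and 0.229, for a gene that the study picked on the same libraries. Against APC/β-cat cKOs, the change was -0.66 in APC cKOs (exact p = 0.0857) and -0.38 in β-cat cOEs (exact p = 0.0857). Leaving out each library in turn kept the change between -1.002 and -0.641 in APC cKOs and between -0.685 and -0.441 in β-cat cOEs. Without APC cKO replicate 2, the adjusted p in APC cKOs was 0.0260. Over all its alternatives it ranged from 0.0260 to 0.771. The mean of 10 other genes of parvalbumin interneurons changed by -0.32 in APC cKOs, -0.23 in β-cat cOEs and -0.27 in APC/β-cat cKOs.

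**Figure D2:**
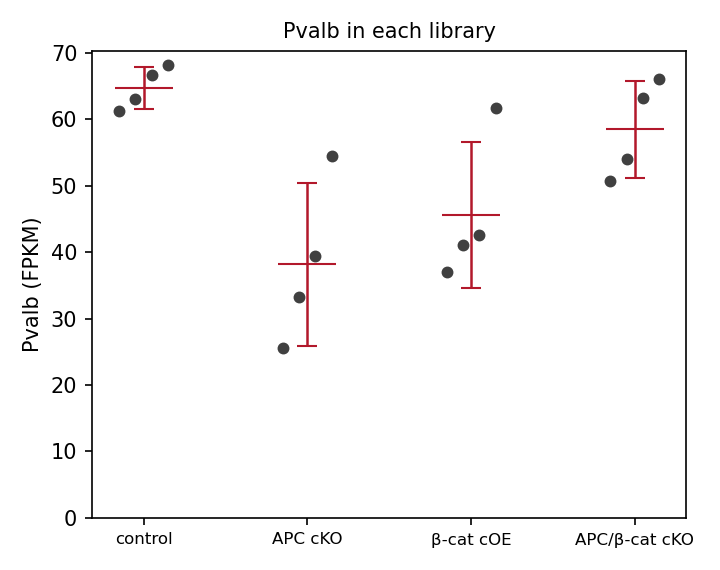
Pvalb in FPKM in each of the 16 libraries by genotype. Points are libraries, and the red lines are means with SD, between 38.2 FPKM in APC cKOs and 64.8 FPKM in controls.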

Excitatory/inhibitory imbalance in the PFC has been shown to alter social behaviors (Yizhar et al., 2011), and our previous study of the APC cKO mouse shows a reduced number of parvalbumin-positive cells in the medial PFC, increased c-fos in excitatory neurons in the infralimbic subregion in response to a novel social stimulus and increased mEPSC frequency (Pirone et al., 2018). qPCR and immunoblots show reductions in *pvalb* mRNA (One-way ANOVA F_(3, 12)_ = 11.07, *p* = 0.0009; Figure 3B) and protein levels (One-way ANOVA F_(3, 12)_ = 4.1742, *p* = 0.0306; Figure 3C) in the PFC of both mouse lines with elevated β-cat. In contrast, PFC parvalbumin protein and mRNA levels are normal in APC/β-cat cKOs that do not exhibit the aberrant social and repetitive behaviors (Figures 3B,C). Consistent with our results, reduced parvalbumin levels in the PFC have been associated with altered social behaviors in both human and mouse studies (Wöhr et al., 2015; Filice et al., 2016; Hashemi et al., 2017).

## Discussion

Our major findings are that excessive β-cat leads to decreased social interest and increased repetitive behaviors and aberrant expression of multiple genes that have been implicated in human ASD and play roles in synaptic function and circuit connections in the brain. Decreasing β-cat in neurons predisposed by gene mutations to express excessive β-cat averts these phenotypes. Our data are elucidating how autism-linked human genes that converge on the β-cat network may incline neurons to disease.

Our APC and β-cat mutant mouse lines are experimentally amenable models of the mammalian brain. Although these conditional mutants are not direct models of disease-linked human gene mutations, they are valuable tools to elucidate the pathophysiological consequences of aberrant β-cat levels in neurons *in vivo*. Importantly, our β-cat genetic manipulations target glutamatergic neurons, at a relevant developmental age, as it coincides with the stage when cortical glutamatergic neurons of both the human and mouse brain display convergent expression of several ASD and ID linked genes (Parikshak et al., 2013; Willsey et al., 2013). Thus the time-frame of our β-cat genetic manipulations may target a critical developmental window. Conditional manipulation of β-cat and APC gene expression during synaptic differentiation, rather than earlier or later, is necessary to define behavioral and cognitive phenotypes. Global nulls lead to embryonic lethality (Haegel et al., 1995; Moser et al., 1995; Huelsken et al., 2000). Conditional deletion and overexpression in progenitor cells causes severe brain malformation (Haegel et al., 1995; Moser et al., 1995; Brault et al., 2001; Chenn and Walsh, 2002, 2003; Gao et al., 2007; Grigoryan et al., 2008; Maguschak and Ressler, 2008; Ivaniutsin et al., 2009).

Our findings provide the first direct *in vivo* evidence, to our knowledge, that excessive levels of β-cat can lead to social deficits and increased repetitive behaviors. While most mutations in human *ctnnb1* (β-cat) gene result in loss of function of the protein (Krumm et al., 2014; Krupp et al., 2017), work by us and others suggests that maintenance of the proper levels of β-cat is critical for normal behavior and may have cell type-specific repercussions. This is highlighted by the fact we do not observe these behavioral deficits in our mice with low levels of β-cat in excitatory neurons, but social deficits have been observed in mice with deletion of β-cat in parvalbumin interneurons (Dong et al., 2016). Further, mutations in several other ASD-linked human genes are predicted to cause up- or down-regulation of β-cat functions.

Intriguingly, although the β-cat cOE and APC cKO mice show similar increases in β-cat protein levels, we note some differences in their behavioral phenotypes. While social interest is reduced to a similar extent, β-cat cOEs exhibit increased circling and a reduction in marble-burying activity relative to APC cKOs. Further, β-cat cOEs show hyperphosphorylation of APC, which may play a role in the behavioral differences. As APC is a large protein with 180 putative phosphorylation sites, further studies will be needed to test whether APC function is altered and its potential contribution to the divergent phenotypes. Additionally, APC loss in the APC cKOs may also impact the behavioral phenotypes compared to the β-cat cOEs.

The ability of this one dysregulated protein to cause a cascade of molecular changes that impact behavior likely derives from its role in two core pathways- the cadherin synaptic adhesion complex and canonical Wnt signal transduction. β-cat links the synaptic adhesion complex to the submembranous actin cytoskeleton, thereby stabilizing the synapse (Knudsen et al., 1995; Uchida et al., 1996; Yu and Malenka, 2004; Brigidi and Bamji, 2011). Additionally, β-cat binds directly to key postsynaptic scaffolds, the synaptic scaffolding cell adhesion molecule (S-SCAM/Magi2) and APC, that bring together other adhesion proteins, glutamate receptors and signaling molecules that impact synapse maturation and function (Nishimura et al., 2002; Rosenberg et al., 2010; Mohn et al., 2014). In the canonical Wnt signaling pathway, β-cat functions as a transcription co-activator with TCF/LEF to mediate Wnt responsive gene expression (Clevers and Nusse, 2012). Several studies show that manipulating cadherin and Wnt signaling in the brain alters axon guidance cues, synapse maturation, density and plasticity, and network connectivity (Uchida et al., 1996; Mysore et al., 2007; Brigidi and Bamji, 2011; Park and Shen, 2012; Salinas, 2012; Rosso and Inestrosa, 2013).

Studies of cultured hippocampal neurons show that excessive β-cat increases dendritic branching, spine density and synaptic function (mEPSC frequency), suggesting the potential for excitability imbalance (Murase et al., 2002; Yu and Malenka, 2003, 2004; Okuda et al., 2007). Increased neural activity by optogenetic activation of glutamatergic pyramidal neurons in the PFC of wild-type mice is sufficient to cause reduced social interest (Yizhar et al., 2011). Both of our mouse lines with elevated β-cat, β-cat cOEs, and APC cKOs, display increased dendritic spine density and reductions in parvalbumin mRNA and protein levels. Further, APC cKOs exhibit increased excitation of pyramidal neurons in the medial PFC when presented with a novel social stimulus (Pirone et al., 2018). Preventing the increase in β-cat in APC cKOs (APC/β-cat cKOs) averts the reductions in parvalbumin and corrects the social and repetitive behavioral phenotypes. The decreases in parvalbumin in β-cat cOEs and APC cKOs are likely caused by non-cell autonomous changes in the cellular microenvironment as reporter studies of CamKIIα Cre mice show that it is not expressed in these interneurons (Rios et al., 2001; Pirone et al., 2017). Parvalbumin interneuron specification, including migration, localization, maturation and synaptogenesis, are known to be regulated by both intrinsic and cellular microenvironment signaling (Wamsley and Fishell, 2017; Loo et al., 2019). Future studies are needed to identify the signaling factors responsible for the reductions in parvalbumin. It is also important to assess the other molecular changes found in the β-cat cOEs and APC cKOs to elucidate their impact on excitatory and inhibitory synaptic and circuit functions that are critical for normal behavior.

Our findings define a novel role for β-cat by showing that its dysregulation leads to altered expression of several genes linked to autism in humans. We provide new insights into molecular changes caused by malfunction of β-cat, one of a small number of convergent targets identified in human ASD. Elucidating the molecular etiologies of ASD is essential for identifying shared pathological changes that may be root causes and potential targets for effective therapeutic intervention.

## Data Availability Statement

The datasets analyzed in this study can be found on the GEO Database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, under accession no: GSE147034.

## Ethics Statement

All procedures involving animals were approved by the Tufts University Institutional Animal Care and Use Committee under the National Institutes of Health guidelines.

## Author Contributions

JA and MJ designed the research studies. JA performed behavioral and biochemical research and analyzed data. AP performed spine analysis studies. JA and MJ wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

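RNA from the prefrontal cortex of 16 mice, 4 of each genotype, was measured by the authors with paired-end sequencing. Each library was matched to its genotype by its sample label. The authors mapped the reads with Tophat2 to mm10, made normalized values with Cufflinks2, and used Cuffdiff2 and Qlucore Omics Explorer for differential expression and clustering. The deposited values are on a log2 scale, read as log2(FPKM + 1). The base and the offset were inferred from the sums of the values. Before the data were examined the values were assumed to be FPKM, so they were turned back into FPKM and the test was kept. The confidence and status columns of the table are empty. All 16 value columns were used. Of the 23284 genes, 3841 are at 0 in all libraries, and 25 symbols had been turned into dates.

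The main test was limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes with a trend, on log2(FPKM + 0.1). It covered 13978 genes with a mean of at least 0.5 FPKM. The 4 genotypes shared one estimate of the spread, with 12 residual degrees of freedom. Calls used a Benjamini-Hochberg adjusted p under 0.05. The paper compares the elevated lines, the reduced line and controls, and its text does not say how these groups entered the test behind its p = 0.001. The elevated lines against the other 2 groups, and any difference among the 4 genotypes, were therefore both counted at an unadjusted p of 0.001 or less. Single values were compared with exact two-sided permutation tests, whose smallest p is 0.0286. Lists of genes were tested with limma's fry, and with camera at a preset correlation of 0.01. In 108 tests of 18 marker gene lists, 0 passed with fry and 25 with camera, of which 11 had an unadjusted fry p under 0.05. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

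The test was checked on simulated data with the means and spread of the 13978 genes. Of 100 genes changed by 2 on the log2 scale it called 95%, and of 100 changed by 1 it called 89%. It made 15 calls among 13778 unchanged genes. The simulated noise was independent between genes, and all 200 changed genes were changed in APC cKOs alone. Changes smaller than 1 were not simulated. These rates therefore do not give the power for smaller changes, or for libraries in which genes vary together.

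The genes named are Apc, Ctnnb1, the genes the paper names or prints, the listed marker genes, and a set chosen by a rule. The rule takes, in each comparison with control, the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 FPKM and groups that do not overlap. All 84 names printed in Figure 3A were found, 5 of them under an older symbol. The values of some named genes are not reported here.

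The depth of the libraries is unknown, because the table holds no fragment counts and its smallest values give steps that are ambiguous. Genes at 0, from 5726 to 6649 per library, were used as a proxy. By Xist and 4 Y-linked genes, 2 libraries were female (control replicate 1 and APC cKO replicate 1) and 14 were male.

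The alternatives were another pseudocount, no filter or a mean of at least 2 FPKM, quantile or median-of-ratios scaling, no trend, sex as a covariate and the replicate number as a block. They also took only the groups compared, 2 groups of 8 libraries, an adjusted p under 0.01, an unadjusted p, and each library left out. The Gene Ontology enrichment and the overlap with the SFARI database were left out because neither database was at hand.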

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

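The gene clusters behind the tests of windows around genes had first been noticed among the calls. The window around Fam131b was run on 10 genes only after its result on 9 genes had been seen, and no other test in this part was chosen after its result was seen.

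In 4 of 116 groups of 4 libraries, 1 library lay far from the other 3 by Dixon's ratio, and 5.8 groups are given by chance. They are Dll1 in APC/β-cat cKOs (ratio 0.897), Zyx in β-cat cOEs (0.994), and 6720456H20Rik and 2010315B03Rik in β-cat cOEs (0.856 each). Zyx in β-cat cOEs was 20.3 FPKM in replicate 3 and 18.5 FPKM in each of the others. No explanation of these values was tested.

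Between APC cKOs and β-cat cOEs, 6 genes differed by limma's test of the difference itself. The log2 difference was -1.97 for Apc, which is deleted in APC cKOs only, with an adjusted p of 4.26e-04. It was -1.80 for Gm6277, -3.95 for Cwc22, -2.99 for Tuba1c, -1.53 for Fut10 and -0.99 for Cd14, with adjusted p-values from 0.0108 to 0.0403. Only the real split among the 35 splits of the 8 libraries gave as many genes, a count of 1. Without β-cat cOE replicate 2 there was 1 gene, and without control replicate 1 there were 23. Tuba1c belongs to a family of similar genes, so its value is uncertain. Gm6277, on chromosome 18 like Apc, fell against control in both lines with floxed Apc. Its change was -1.74 in APC cKOs (limma adjusted p = 0.0101), -1.43 in APC/β-cat cKOs (adjusted p = 0.0241) and 0.06 in β-cat cOEs. In APC cKOs 2 of 24 alternatives left it short of the threshold, and in APC/β-cat cKOs 7 of 24. No cause of these differences other than the grouping was tested.

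Among genes the paper does not discuss, 5 changed in APC cKOs, 2 in β-cat cOEs and 28 in APC/β-cat cKOs, each against control. The splits were tested on all called genes, which numbered 6, 2 and 29. As many were called in 2 of 35 splits for APC cKOs, in 3 of 35 for β-cat cOEs and in 1 of 35 for APC/β-cat cKOs. The counts of 6 and 2 are therefore not beyond what other groupings give. Without control replicate 1 they were 43 and 3, and the count of 29 was 56. For APC cKOs against APC/β-cat cKOs it was 2 of 35 splits, and for β-cat cOEs against APC/β-cat cKOs 1 of 35.

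Fam131b, Casp2 and Zyx lie between 42265039 and 42358395 on chromosome 6. Fam131b rose by 0.71 in APC cKOs, 0.77 in β-cat cOEs and 0.75 in APC/β-cat cKOs. Casp2 fell by 0.90 in APC cKOs and by 0.88 in β-cat cOEs, where 8 of 25 alternatives left it short of the threshold. In APC/β-cat cKOs Casp2 fell by 1.04 (adjusted p = 5.21e-04). Zyx rose by 0.55 in APC cKOs, 0.38 in β-cat cOEs and 0.53 in APC/β-cat cKOs, with adjusted p-values of 0.0124, 0.726 and 0.0105. All 3 lines carry the same Cre and the controls are Cre-negative, so DNA next to the Cre transgene is a candidate explanation. The 10 other tested genes within 2 Mb of Fam131b did not have larger moderated t values than regroupings gave, since 84 of 100 drawn groupings were as large. The test was first run on 9 genes, without Gstk1, whose fall in all 3 lines had been seen, and 94 of 100 were then as large. Neither test showed a change across the rest of the window. Both left out the called genes, so they leave DNA next to the transgene open, because it could act on the called genes alone. Fam131b rose alike with raised and with reduced β-cat, which argues against a response to the β-cat level. An effect on these genes alone cannot be told apart from a response to Cre, because Cre is present in every mutant line.

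In APC/β-cat cKOs, 5 of the 29 called genes lie within 15 Mb of Ctnnb1 on chromosome 9, a window with 1.47% of tested genes. Apc and Pcdhb9 lie in the window around Apc on chromosome 18, with 1.41%. DNA that came with the floxed alleles may differ in these windows. Without the called genes, the median moderated t was as large in 4 of 35 splits around Ctnnb1 and in 12 of 35 around Apc. These tests leave the explanation open, because a strain difference could act on the called genes alone. The called gene with the smallest adjusted p in this line, Wwox on chromosome 8, rose by 1.57 in APC/β-cat cKOs (adjusted p = 1.39e-08) and lies in neither window.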

How the results depend on the processing

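The alternatives were set before the data were examined, except where stated. Apc fell in APC cKOs and APC/β-cat cKOs past the threshold under all 26 alternatives. Fam131b rose past it in all 3 lines under all 25 of its alternatives. In APC/β-cat cKOs, Wwox and 2010315B03Rik stayed past it under all 25 and 2810002D19Rik under all 24. Among the values of 49 single-gene results under each alternative, 56 fell short of the threshold, 1 passed it, 21 changed sign and 1172 did neither. The cause was not tested for any change below, apart from fewer genes or libraries.

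Across the 16 fits that each left out 1 library, the genes changed were from 3 (control replicate 3) to 43 (control replicate 1) in APC cKOs and from 1 to 3 in β-cat cOEs. In APC/β-cat cKOs they were from 10 (APC/β-cat cKO replicate 2) to 56 (control replicate 1). APC cKOs against APC/β-cat cKOs gave 10 to 32, β-cat cOEs against APC/β-cat cKOs 9 to 54, and APC cKOs against β-cat cOEs 1 to 23. The shared genes were 0 to 1. The elevated lines against the other 2 groups gave 34 to 84, and any difference among the genotypes 70 to 157. Adjusted over the list alone, printed genes numbered 9 (without APC cKO replicate 1) to 51 in APC cKOs, 0 (without control replicate 1) to 26 in β-cat cOEs and 0 to 1 in APC/β-cat cKOs. For the elevated lines, 7 to 19 printed genes reached an unadjusted p of 0.001. Marker lists passing fry were 0 to 1.

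With only the 2 groups compared, the counts were 2 in APC cKOs, 1 in β-cat cOEs, 13 in APC/β-cat cKOs, 6 for APC cKOs against APC/β-cat cKOs and 10 for APC cKOs against β-cat cOEs. At an adjusted p under 0.01 they were 3, 1 and 9 against controls, 8 and 9 for APC cKOs and β-cat cOEs against APC/β-cat cKOs, and 1 between the elevated lines. At an unadjusted p under 0.05 the shared genes were 136. With sex as a covariate there were 1 in β-cat cOEs, 49 in APC/β-cat cKOs and 14 for APC cKOs against APC/β-cat cKOs, and 20 printed genes in β-cat cOEs. Without a trend, APC cKOs against APC/β-cat cKOs gave 16, and printed genes in β-cat cOEs 0. With a mean of at least 2 FPKM, APC cKOs against β-cat cOEs gave 1. All 50 printed genes still tested kept their direction, and 21 of them passed in APC cKOs. With no filter, component 1 of all genes held 17.9%. In place of the 4-group fit, 2 groups of 8 gave 29 genes for the elevated lines and 17 for β-cat cOE with APC/β-cat cKO. Quantile normalization changed APC cKOs against APC/β-cat cKOs from 13 higher and 17 lower to 12 higher and 10 lower.

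The replicate numbers do not pair the libraries. Same-numbered libraries had a median correlation of -0.07 over 21 pairs, 4 of them over 0.1, against 0.01 over 75 other pairs. The columns of the deposited table are numbered in 4 runs, each with 1 library per genotype, which puts APC cKO replicate 5 beside replicate 3 of the others. Libraries of 1 run had a median correlation of -0.03 over 24 pairs, 5 of them over 0.1, against 0.01 over 72 other pairs. With these runs as a block, chosen after seeing the data, there were 1 in β-cat cOEs against controls, 18 for β-cat cOEs against APC/β-cat cKOs, 3 printed genes in β-cat cOEs and 4 lists passing fry. With the replicate number as a block, the genes changed were 3, 1 and 14 against controls. They were 15 and 12 for APC cKOs and β-cat cOEs against APC/β-cat cKOs, and 1 between the elevated lines. The elevated lines gave 28, any difference 56, and APC cKO with APC/β-cat cKO 65. Adjusted over the list alone, printed genes were 1 in APC cKOs and 4 in β-cat cOEs. At an unadjusted p of 0.001 or less they were 4 for the elevated lines, and 3 lists passed fry.

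Some values near 0 changed sign. Ctnnb1 in β-cat cOEs was 0.015 with quantile normalization, 0.002 with median-of-ratios scaling and 0.024 with sex as a covariate, and -0.020 to 0.016 with 1 library left out. Apc in β-cat cOEs was -0.036 to 0.081. In APC/β-cat cKOs, Nrp2 was -0.001 with median-of-ratios scaling and -0.053 to 0.090 with 1 library left out. Dcx there was 0.006 with sex as a covariate and -0.290 to 0.104 with 1 left out.

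Chosen after seeing the data, the ependyma and neuroblast list scores as covariates lowered the printed genes for the elevated lines from 10 to 5 at an unadjusted p of 0.001 or less. At that p the elevated lines gave 47 over all genes. Adjusted over the list alone, these covariates lowered the printed genes from 34 to 10 in APC cKOs and raised them from 10 to 18 in β-cat cOEs. Unmoderated F tests, also chosen after seeing the data, gave 31 genes for 2 groups of 8, 22 for the elevated lines against control and 86 against APC/β-cat cKO. The depth is unknown, so its limit on genes with low values could not be given.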

Differences from the paper's values

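The paper reports 87 dysregulated genes, 70 increased and 17 decreased, shared by the elevated lines but not the reduced line. At an adjusted p under 0.05 in each elevated line the counts here were 0, 0 and 0. This cut is stricter than the q of 0.298 that the paper gives, so these counts and the paper's are not at like thresholds. No alternative set before the data were examined reached all 3 counts. At an unadjusted p under 0.05 there were 136 genes, 70 of them higher, as in the paper, and 66 lower. Only 21 of the 136 are printed in Figure 3A, so the equal count of higher genes does not mean the same genes. Of 100 drawn assignments of the libraries, 16 gave as many as 136.

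For the elevated lines against the other 2 groups at p of 0.001 or less, 51 genes were found against the paper's 87, 20 higher against its 70, and 31 lower against its 17. For all genes, no filter (63 genes) and leaving out control replicate 1 (59), APC cKO replicate 2 (84) or β-cat cOE replicate 3 (71) came within 1.5 times of the paper. For higher genes none did. For lower genes, a mean of at least 2 FPKM (25), no trend (22), the replicate block (15) and 10 of the 16 fits without 1 library did, with 17 without β-cat cOE replicate 4.

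The largest q for any difference among the 4 genotypes was 0.131 against the paper's 0.298, and only the replicate block (0.248) came within 1.5 times. The number of genes was 106, within 1.5 times of the paper, with 88 without a trend, 85 at a mean of at least 2 FPKM and 87 without APC cKO replicate 1. It was 89 with the runs of columns as a block, which was chosen after seeing the values. For the elevated lines, the largest q was 0.265. It was 0.297 without a trend, 0.308 with no filter and 0.452 with the replicate block. Leaving out 1 library gave from 0.165 (APC cKO replicate 2) to 0.401 (β-cat cOE replicate 4).

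The 5 readings of an unmoderated F test on the deposited values were chosen after seeing the values. They gave 83 genes for 4 groups, 75 for 3 groups, 31 for 2 groups of 8, 22 for the elevated lines against control and 86 against APC/β-cat cKO. Of these genes, 2, 3, 7, 0 and 2 are printed in Figure 3A, so counts near the paper's do not hold the same genes.

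The paper lists Pvalb among its dysregulated genes. Its limma adjusted p here was 0.209 in APC cKOs and 0.946 in β-cat cOEs. In APC cKOs it fell to 0.0260 without APC cKO replicate 2. With the elevated lines set against controls and APC/β-cat cKOs, the unadjusted limma p of Pvalb was 3.46e-04. That is under the p of 0.001 that the paper gives for its list. The study picked Pvalb on the same libraries, so this p is not independent evidence. The paper also reports lower Pvalb mRNA by qPCR and lower protein by immunoblot in both elevated lines. In Figure 3A the most extreme columns carry the colour of APC/β-cat cKO, while component 1 here was 5.48 in APC cKOs and -2.46 in APC/β-cat cKOs.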

Other observations

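The tests on tissue, depth and parvalbumin interneurons below were chosen after the values they use had been seen. The regroupings of libraries and the test on RNA without a poly(A) tail were chosen before.

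Of 100 drawn assignments of the 16 libraries to 4 groups, the real one included, 4 gave as many genes for the elevated lines at p of 0.001 or less, and 3 as many for any difference. Without APC cKO replicate 2 the elevated lines gave 84 genes. For APC cKO with APC/β-cat cKO it was 1, and for β-cat cOE with APC/β-cat cKO 10. The 136 genes shared at an unadjusted p were reached by 16 of 100, and the adjusted count of 0 by 100.

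Another split of the APC cKO and APC/β-cat cKO libraries gave 289 genes, against 30 for the genotypes. It puts APC cKO replicates 1 and 4 with APC/β-cat cKO replicates 2 and 4. The labels name no batch, and no explanation of this split was tested.

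Log2 changes of the elevated lines against the same controls correlated across genes with a Pearson r of 0.511 and a Spearman rho of 0.488. Genes are not independent replicates. Simulated unchanged groups sharing 4 controls gave a median r of 0.507, and 49 of 100 were as large. With 2 controls for each line, r was -0.07 to 0.31 over the 6 ways to divide the controls. The pair APC cKO and APC/β-cat cKO gave 0.514, and the pair β-cat cOE and APC/β-cat cKO 0.474.

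The printed upregulated genes, without Rmrp and Rpph1, were on average 0.61 higher in the elevated lines than in the other 2 groups (standard error 0.20). Unequal tissue is one candidate explanation, and 9 relations within genotypes were tested by permutation over 16 libraries. The mean of these genes followed the migrating neuroblast list (r = 0.869 with p = 4.00e-04 and adjusted p = 0.00360, rho = 0.894 with p = 9.00e-05 and adjusted p = 8.10e-04). It followed the ciliated ependyma list (r = 0.782 with p = 0.00730 and adjusted p = 0.0328, rho = 0.650 with p = 0.0212 and adjusted p = 0.0637). It also followed the olfactory bulb interneuron list (r = 0.675 with p = 0.0157 and adjusted p = 0.0470, rho = 0.715 with p = 0.00498 and adjusted p = 0.0224). Without the 2 most extreme libraries, r was 0.824, 0.658 and 0.570. For the lists of olfactory bulb projection neurons, choroid plexus and striatum, r was 0.467, 0.588 and -0.0888, and for fewer genes at 0, a proxy of depth, 0.389 (adjusted p = 0.176, 0.104, 0.757 and 0.199). Without the 2 most extreme libraries, these r values were 0.375, 0.450, -0.144 and 0.593. The neuroblast list itself was 0.33 higher in the elevated lines (standard error 0.25), the ependyma list 0.69 (standard error 0.51) and the olfactory bulb interneuron list 0.21 (standard error 0.35). By these means none was higher beyond its spread. Against control, the camera adjusted p of the ependyma list was 2.04e-04 in APC cKOs and 0.0371 in β-cat cOEs. For the neuroblast list it was 0.0462 and 0.118, and for the olfactory bulb interneuron list 0.0964 and 0.458. The adjusted fry p was 0.323 and 0.767 for ependyma, 0.650 and 0.767 for neuroblasts, and 0.767 and 0.948 for olfactory bulb interneurons. With these 3 scores as covariates in turn, 62.0%, 65.2% and 86.7% of the difference in the printed genes remained. With olfactory bulb projection neurons, choroid plexus, striatum and the proxy of depth it was 100.1%, 102.2%, 101.6% and 82.2%. With the ependyma and neuroblast scores together, the printed genes passing over the list alone went from 34 to 10 in APC cKOs and from 10 to 18 in β-cat cOEs. These values exclude none of the explanations, because the study picked the printed genes on these libraries, which inflates what remains. Unequal tissue or depth and a change caused by β-cat cannot be told apart, since the lists vary too much between libraries.

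The most abundant gene of each list was less clear. Rsph1 of the ependyma list was at 3.31 FPKM in controls, 5.99 in APC cKOs, 4.44 in β-cat cOEs and 4.18 in APC/β-cat cKOs. Stmn1 of the neuroblast list was at 667, 681, 713 and 835 FPKM, and Synpr of the olfactory bulb interneuron list at 105, 117, 116 and 97.5 FPKM. Control tissue expressed 6 of 10 ependyma genes, 9 of 9 neuroblast genes and 11 of 11 olfactory bulb interneuron genes, and 4 genes are on both of the last 2 lists. None of the list genes is printed in Figure 3A.

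Fewer parvalbumin interneurons in the tissue could lower Pvalb. The other 10 genes of that list had a median change against control of -0.29 in APC cKOs, -0.17 in β-cat cOEs and -0.15 in APC/β-cat cKOs (fry adjusted p = 0.161, 0.316 and 0.311, camera adjusted p = 0.00227, 0.0152 and 0.0351). Against APC/β-cat cKOs their mean changed by -0.05 in APC cKOs and 0.05 in β-cat cOEs (standard error 0.12 each). Within genotypes Pvalb followed their mean with r = 0.355 (p = 0.211, adjusted p = 0.246) and rho = 0.368 (p = 0.254, adjusted p = 0.327), and with r = 0.614 without the 2 most extreme libraries. With their mean as a covariate 86.0% of the difference in Pvalb remained, but Pvalb too was picked on these libraries. Against control, Pvalb changed by -0.81 in APC cKOs, -0.53 in β-cat cOEs and -0.15 in APC/β-cat cKOs. The mean of the other 10 genes changed by -0.32, -0.23 and -0.27. Between the elevated lines and APC/β-cat cKOs, the mean of these genes did not differ beyond its spread. That does not decide whether fewer cells lowered Pvalb there, because Pvalb followed these genes only loosely within genotypes. The paper cites its earlier study, which found fewer cells positive for parvalbumin in the medial PFC of APC cKOs. For the fall against control, fewer cells and less Pvalb per cell cannot be told apart, because the relation is too uncertain over 16 libraries.

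Rmrp and Rpph1 are printed as upregulated. Rmrp was at 121 FPKM in APC cKO replicate 1 and 475 FPKM in β-cat cOE replicate 4, and no higher than 9.45 FPKM in the other libraries. Carry-over of RNA without a poly(A) tail is a candidate explanation. Within genotypes, their mean followed 32 other genes of such RNA with r = 0.450 (p = 0.219, adjusted p = 0.246) and rho = 0.159 (p = 0.597, adjusted p = 0.597), and with r = 0.138 without the 2 most extreme libraries. The explanation cannot be told apart from a change in these genes, since the relation rests on few libraries.

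In the list tests, the smallest adjusted fry p was 0.101, for oligodendrocytes in APC cKOs against APC/β-cat cKOs (median -0.53) and for microglia in APC/β-cat cKOs against control (median 0.15). The camera adjusted p was 1.77e-06 for oligodendrocytes and 0.0956 for microglia in these comparisons.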
